A study of Arabidopsis thaliana with 20 samples.

How the data were processed

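Gene expression was measured by 3' RNA sequencing in rosette leaves of Arabidopsis thaliana, ecotype Col-0, grown in long days. The 20 libraries fell into 4 groups of 5 by genotype (wild type or snrk2.4/snrk2.10 mutant) and age (25 or 45 days after sowing, DAS). Groups and replicate numbers were taken from the sample titles. Per the labels, libraries were made with barcoded oligo(dT) primers, pooled as cDNA, fragmented with Tn5 and sequenced on a NovaSeq instrument, with a barcode and a unique molecular identifier (UMI) in the first read and the transcript in the second.

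The deposited files hold whole-number counts per locus, 1 file per library, with 37336 loci in each and no normalization. The aligner, the counting tool, the genome build, the annotation, the use of strand and whether UMIs were collapsed are not stated. Of the loci, 37051 (99.2%) were found in the TAIR10.1 annotation supplied for this work. Since the build the authors used is not named, that annotation served only for symbols, gene order, overlaps between loci and GC content, and no coordinates are given. Symbols follow it, with the older name added where the gene lists used one. Total counts ran from 615317 to 2343212 per library (median 1411810.5). A count of 0 allows up to 3 counts, which is 1.28 to 3.97 CPM (counts scaled to a common library total, after the scaling below) in a single library. Such floors and the 95% intervals on ratios of small counts cover counting error only.

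Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). All 20 libraries entered 1 model with a mean per group and a single estimate of the spread of each gene. Genes were filtered with filterByExpr by group, which left 14503 genes, and libraries were scaled by the trimmed mean of M values (TMM). The quasi-likelihood F-test with robust estimation gave p-values, which were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The 5 comparisons were mutant against wild type at 25 DAS, the same at 45 DAS, 45 against 25 DAS in wild type, the same in the mutant, and the difference between the last pair (the genotype by age interaction). Values in CPM are given as mean ± SD.

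An age score was computed per library as the mean log2 CPM (prior count 2) of the 250 genes with the smallest p that rose with age minus that of the 250 that fell, both from the contrast of age pooled over the genotypes. List scores were the mean log2 CPM over the tested members of 9 gene lists, written from general knowledge. The lists covered senescence-associated genes, chlorophyll breakdown, photosynthesis, abscisic acid (ABA) synthesis, ABA receptors, clade A protein phosphatases 2C (PP2C), ABA-responsive genes, salicylic acid and defence, and jasmonate. A further 3 lists (the SnRK2 family, ABA catabolism and ABA bZIP factors) were examined gene by gene. The 12 lists held 146 members, of which 127 were tested. Scores were compared by two-sided exact permutation tests, over 252 arrangements for groups of 5 against 5 and 63504 for the interaction, and adjusted over the 36 tests of the list scores and over the 3 of the age score. These tests used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

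The comparisons, tests, lists, rule for naming genes and most alternatives were fixed before the data were examined. Genes are named by this rule: in each comparison, the 3 with the largest positive and the 3 with the largest negative log2 fold change among genes past the threshold with a mean of at least 10 CPM and, for comparisons of a pair of groups, no overlap between the libraries' values. SNRK2.4 and SNRK2.10 are always named, as are up to 5 list members per comparison with the smallest p among those past the threshold over the list, and SAG12, NAC092, NAC029, NCED3, AAO3 and RD29A at 45 DAS. Of the 42 genes so named, 10 overlap another annotated locus, and since the use of strand is not stated, reads of those loci cannot be assigned with certainty.

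Alternatives were DESeq2 size factors within edgeR, upper-quartile scaling, the DESeq2 1.42.0 Wald test, all genes with at least 1 count, a mean of at least 5 CPM, a 2-fold minimum, counts thinned to the smallest library by draws without replacement, organelle genes left out, only the 2 groups compared in the fit, a replicate block, and each library left out in turn. For scores they were 50 or 1000 genes per direction, the median over members, standardized members, and the camera and fry set tests. A limma voom fit with a variance per group, removal of each library's trend on GC content (known for 99.4% of tested genes) and camera with an estimated correlation were added after the data were seen. Whether the replicate number pairs libraries was checked by correlating the deviations of same-numbered libraries from their group means.

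The main model was tested on simulated data in which 200 of the 14503 genes were changed. It recovered 74.5% and 70.0% of these for genotype at 25 and 45 DAS, 76.5% and 72.5% for age in wild type and in the mutant, and 44.5% for the interaction. False calls made up 3.25%, 5.41%, 3.77%, 6.45% and 3.26% of the calls. A second simulation gave each group its own spread, as estimated from the data. For genotype at 45 DAS, false calls then made up 30.2% of the calls of the main model, 9.18% of those of a fit of only the 2 groups and 13.6% of those of the voom fit. For genotype at 25 DAS these shares were 0%, 4.65% and 5.36%. Each comparison was also repeated on other splits of the same libraries, 100 splits with the real one included. No library or gene list was left out.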

Results

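Transcript counts were obtained from rosette leaves of Col-0 wild type and of a snrk2.4/snrk2.10 mutant, which carries mutations in 2 genes for SNF1-related protein kinases of subfamily 2 (SnRK2). Leaves were collected at 25 and at 45 days after sowing (DAS), with 5 libraries per genotype and age. The series asks whether the kinases control developmental leaf senescence and the production and signalling of abscisic acid (ABA). Total counts ran from 985639 to 2343212 in wild type at 25 DAS, from 637536 to 1223813 in wild type at 45 DAS, from 1414164 to 1991026 in the mutant at 25 DAS and from 615317 to 1827404 in the mutant at 45 DAS. Plastid transcripts took 6.47% ± 0.60 and 6.44% ± 0.85 of the counts in wild type and mutant at 25 DAS, and 2.22% ± 0.73 and 3.05% ± 0.48 at 45 DAS (SD, n = 5). The labels give no batch. Over the 14503 tested genes, the first principal component held 81.3% of the variance and separated the ages. The biological coefficient of variation, the spread between replicates beyond counting noise, was 10.96% in wild type and 13.3% in the mutant at 25 DAS, and 30.2% and 19.3% at 45 DAS. The 4 groups thus did not share the single spread per gene that the model assumes.

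The mutated genes themselves were compared first. SNRK2.4 (AT1G10940, chromosome 1) stood at 37.3 ± 8.63 CPM (counts scaled to a common library total) in wild type and 4.92 ± 2.48 CPM in the mutant at 25 DAS, a log2 fold change of -2.94 (SE 0.26, adjusted p 2.96e-07, edgeR). At 45 DAS the values were 80.0 ± 5.39 and 2.67 ± 1.72 CPM, a log2 fold change of -5.11 (SE 0.27, adjusted p 3.10e-12), which left 2.89% of the wild-type level. SNRK2.4 overlaps RECQ4A on the same strand, a locus with 84 counts over all libraries. SNRK2.10 (AT1G60940, chromosome 1) fell less. It stood at 62.9 ± 11.3 and 47.0 ± 6.01 CPM at 25 DAS, a log2 fold change of -0.40 (SE 0.13, adjusted p 0.106) that did not pass the threshold. At 45 DAS it stood at 75.1 ± 5.75 and 31.4 ± 4.85 CPM, a log2 fold change of -1.26 (SE 0.14, adjusted p 5.54e-06), or 41.7% of wild type. Counts at the end of a transcript can come from downstream of a mutation and do not show whether a functional protein is made. Between 25 and 45 DAS, SNRK2.4 rose in wild type by 1.08 on the log2 scale (adjusted p 8.18e-06). In the mutant it changed by -1.10 (adjusted p 0.0189), a call that was lost on counts thinned to the smallest library total (-0.87), without mutant replicate 3 at 25 DAS (-0.87) and without mutant replicate 1 (-0.90) or 2 (-0.88) at 45 DAS. SNRK2.10 changed with age by 0.27 in wild type (adjusted p 0.0702), which passed the threshold without wild-type replicate 5 at 25 DAS (0.37), and by -0.59 in the mutant (adjusted p 0.000625). Of these values, the genotype difference of SNRK2.4 at 45 DAS moved furthest under any alternative, to -4.38 on thinned counts.

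**Figure D1:**
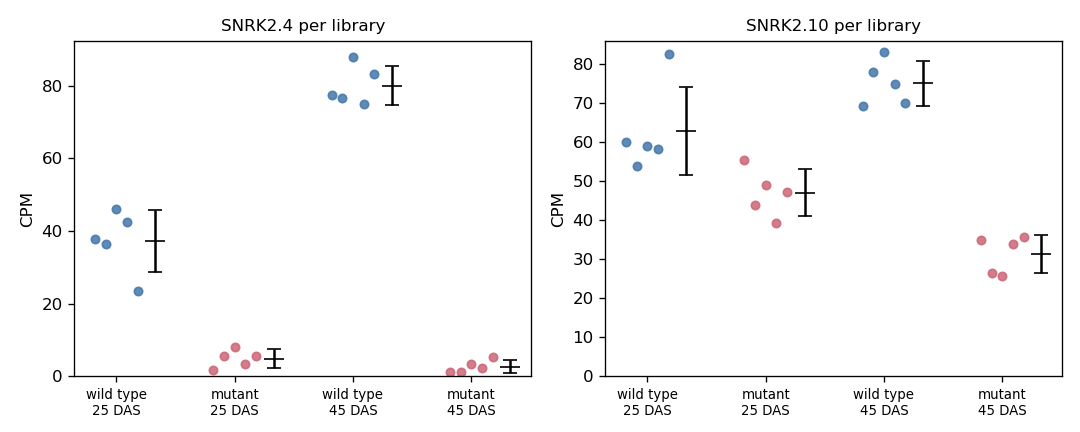
Normalised counts (CPM, vertical axis) of SNRK2.4 and SNRK2.10 in each library (points), by genotype and age, with the group mean and SD (n = 5). SNRK2.4 averaged 37.3 and 80.0 CPM in wild type at 25 and 45 DAS and 4.92 and 2.67 CPM in the mutant, and SNRK2.10 averaged 75.1 CPM in wild type and 31.4 CPM in the mutant at 45 DAS.

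The change between 25 and 45 DAS was tested within each genotype. In wild type, 10239 of 14503 genes passed an adjusted p of 0.05, of which 5237 were higher and 5002 lower at 45 DAS, and 7108 changed by at least 2-fold. The mutant gave 10154 genes, 5131 higher and 5023 lower, and 6823 of at least 2-fold. The 5 younger and 5 older libraries did not overlap at all for 7914 of the wild-type calls and 8208 of the mutant calls. Such separation was seen in 54.8% and 57.1% of all tested genes, where chance gives 0.794%. Both calls were shared by 8865 genes, of which 8834 changed in the same direction and 31 in opposite directions, and the log2 fold changes correlated at r = 0.943 across genes, which are not independent replicates. On thinned counts, where 11140 genes were tested, the numbers were 7647 in wild type and 7391 in the mutant.

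Among the largest rises in wild type was SAG12 (AT5G45890), a senescence marker protease, with 2 counts over all 5 younger libraries and 30928 over the older ones (ratio 18156, 95% interval 5026 to 149924). Of the 30928 counts, 22297 were in replicate 5. With 1 library left out, the log2 fold change of SAG12 ran from 12.2 to 14.2. AT1G54575 had 1 count at 25 DAS (ratio 12805, interval 2298 to 505836), and AT5G02580 had none and was at least 843-fold higher at 45 DAS. In the other direction AT3G21460 and PRR1 (AT1G32100), with no counts in wild type at 45 DAS, were at least 140-fold and at least 62.2-fold lower, and XCP2 (AT1G20850) was lower by a ratio of 429 (interval 76.7 to 16989). In the mutant, DR4 (AT1G73330) and AHP4 (AT3G16360) had no counts at 25 DAS and were at least 222-fold and at least 146-fold higher at 45 DAS, and NUDT24 (AT5G19470) was higher by a ratio of 601 (interval 166 to 4965). The largest falls in the mutant were in AT5G51890 (at least 64.9-fold lower), EXLA2 (AT4G38400, at least 59.3-fold) and SAUR29 (AT3G03820, at least 52.4-fold). AHP4 and AT5G51890 overlap other loci on the opposite strand, with 9 and 932 counts over all libraries. Of the fixed lists, the smallest p-values in both genotypes belonged to GLN1;4 (AT5G16570, log2 fold change 5.65 in wild type and 5.25 in the mutant), NAC059 (NAC3, AT3G29035; 7.62 and 6.67, from 2 and 4 counts at 25 DAS), CAO (CH1, AT1G44446; -3.79 and -2.99), RD29A (LTI78, AT5G52310; 4.09 and 4.01) and SNRK2.2 (AT3G50500; 2.17 and 2.32). CAO overlaps AT1G44414 on the opposite strand, which had 42 counts.

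The genotypes were then compared at 25 DAS. With the single spread estimate, 459 genes passed the threshold, 200 higher and 259 lower in the mutant, and 191 differed by at least 2-fold. The libraries of the genotypes did not overlap for 358 of the 459, a separation seen in 7.72% of all tested genes where chance gives 0.794%. The number depended on how the spread was estimated. A fit of only these 2 groups called 1121 genes, which included 401 of the 459, and a fit with a variance per group called 986, which included 448. Thinning gave 218, which included 184. Leaving out mutant replicate 1, 2 or 3 gave 213, 240 or 305 genes, and leaving out wild-type replicate 1 or 3 gave 305 or 259.

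Of the 3 largest rises at 25 DAS, AT1G64795 had no counts in wild type and 15.5 ± 6.24 CPM in the mutant, at least 36.2-fold higher. It lies on the opposite strand of ILA (AT1G64790), which had 996 counts over all libraries, and the labels do not say whether strand was used to assign reads. VSP2 (AT5G24770), a jasmonate-responsive storage protein gene, rose from 14.9 ± 6.32 to 136 ± 76.7 CPM (log2 fold change 3.15, SE 0.42, adjusted p 0.000477) and AT1G75945 from 4.41 ± 4.97 to 36.5 ± 9.16 CPM (3.02, SE 0.53, adjusted p 0.00351). Besides SNRK2.4, the largest falls were in MRD1 (AT1G53480), from 38.1 ± 3.61 to 3.10 ± 4.86 CPM (-3.70, SE 0.38, adjusted p 3.44e-06), and RK1 (AT1G65790), from 17.2 ± 6.42 to 2.34 ± 1.34 CPM (-2.77, SE 0.40, adjusted p 0.000283). Opposite-strand loci with 12 and 32 counts overlap MRD1. Of these genes, AT1G64795, AT1G75945, MRD1 and RK1 lie on chromosome 1, as both mutated genes do, and VSP2 lies on chromosome 5. Sequence carried along with the mutations therefore stays open as a source of the differences on chromosome 1. Of the 127 tested list members, 9 passed when adjusted over the list alone and 7 over all genes tested. They included the ABA receptor gene PYL5 (AT5G05440; 45.4 ± 7.20 to 15.2 ± 4.13 CPM, log2 fold change -1.58, adjusted p 1.86e-05), the dark-inducible gene DIN1 (SEN1, AT4G35770; 103 ± 13.0 to 20.9 ± 10.5 CPM, -2.25, adjusted p 0.000562) and BGLU18 (AT1G52400; 63.1 ± 6.58 to 150 ± 55.3 CPM, 1.24, adjusted p 0.00250).

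At 45 DAS, 1440 genes passed the threshold for genotype, 732 higher and 708 lower in the mutant, and 594 differed by at least 2-fold. The balance of the directions depended on the setting, with 794 higher and 606 lower under upper-quartile scaling, 663 and 799 with GC trends removed, and 1500 and 902 without wild-type replicate 1. No overlap between the libraries of the genotypes was seen for 710 of the 1440 and for 6.02% of all tested genes, against 0.794% by chance. This count cannot be set against the 459 genes at 25 DAS, because the estimate of the spread moved the 2 numbers in opposite directions. A fit of the 2 groups at 45 DAS alone called 393 genes, of which 387 were among the 1440, and a fit with a variance per group called 1116, of which 1028 were. On data simulated with the observed unequal spread, false calls made up 30.2% of the calls of the main model at this age. Single wild-type libraries also decided the number, which was 2402 without replicate 1 and 793 without replicate 5. Without mutant replicate 2 it was 935.

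**Figure D2:**
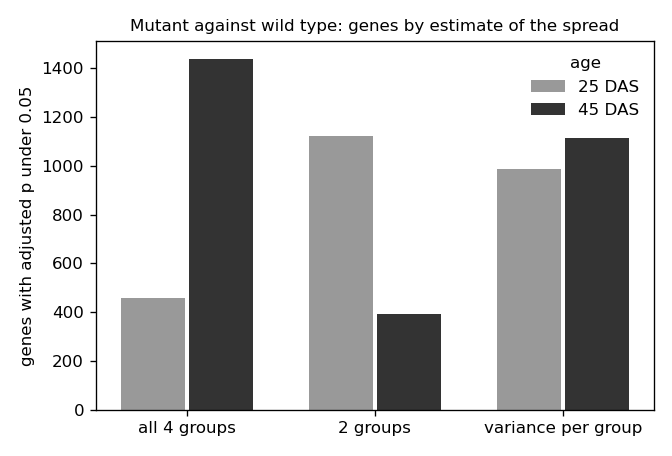
Number of genes with an adjusted p under 0.05 (vertical axis) for the genotype comparison at 25 and 45 DAS under 3 ways of estimating the spread between replicates. The single estimate over the 4 groups gave 459 and 1440 genes, the fit of only the 2 groups compared 1121 and 393, and the fit with a variance per group 986 and 1116.

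The largest rises at 45 DAS were in AT1G64795 (3 counts in wild type, 400 in the mutant; ratio 99.3, interval 33.7 to 484), AT2G04570 (1 and 30 counts; ratio 22.3, interval 3.71 to 912) and MPK9 (AT3G18040; 3 and 37 counts; ratio 9.19, interval 2.91 to 46.6). The largest falls were in BFN1 (AT1G11190), from 71.8 ± 77.2 to 1.71 ± 1.45 CPM (log2 fold change -5.61, SE 0.93, adjusted p 0.00134), SAG12, from 4742 ± 6606 to 121 ± 89.5 CPM (-5.30, SE 0.87, adjusted p 0.00131), and ZF14 (AT1G58340), from 54.9 ± 79.4 to 1.54 ± 1.50 CPM (-5.12, SE 0.98, adjusted p 0.00333). In each of these 3 the SD in wild type exceeded the mean. With 1 library left out at a time, the log2 fold change ran from -5.89 to -4.87 for BFN1, -5.78 to -3.93 for SAG12 and -5.47 to -3.63 for ZF14. ZF14 did not pass in the fit of only the 2 groups (adjusted p 0.0561; range over all alternatives 6.73e-05 to 0.0561), where BFN1 was not among the genes tested.

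Of the list members, 54 passed at 45 DAS when adjusted over the list alone and 40 over all genes tested, 21 higher and 19 lower in the mutant. The 40 included 16 of 28 photosynthesis genes, all higher, 6 of 8 chlorophyll breakdown genes, all lower, and 6 of 16 senescence-associated genes, all lower. Also among them were 2 of 7 ABA synthesis genes, both higher, and 5 of 15 ABA-responsive genes, 1 higher and 4 lower. In the lists without a score, 4 of 7 SnRK2 genes passed over all genes tested, 1 higher and 3 lower. None of 5 ABA bZIP factor genes did (1 at an unadjusted p under 0.05), nor did any of 3 ABA catabolism genes (0 at an unadjusted p under 0.05). Besides SNRK2.4 and SNRK2.10, the smallest p-values were those of SNRK2.8 (AT1G78290; 28.1 ± 8.02 to 66.6 ± 6.19 CPM, log2 fold change 1.28, adjusted p 5.69e-05), WRKY45 (AT3G01970; 46.3 ± 15.2 to 16.0 ± 3.68 CPM, -1.58, adjusted p 0.000105) and SAUR36 (AT2G45210; 50.4 ± 31.7 to 10.1 ± 3.58 CPM, -2.30, adjusted p 0.000346). SNRK2.8 overlaps AT1G78280 on the opposite strand, which had 1323 counts. Of the 6 genes named in advance, SAG12 alone passed. The senescence regulators NAC092 (NAC6, AT5G39610; log2 fold change -0.75, adjusted p 0.0778) and NAC029 (NAP, AT1G69490; -1.14, adjusted p 0.0702) were lower without passing, as were the ABA synthesis genes AAO3 (AT2G27150; -0.93, adjusted p 0.0639) and NCED3 (AT3G14440; -1.08, adjusted p 0.272) and the ABA-responsive gene RD29A (-0.43, adjusted p 0.0931). Over the alternatives the adjusted p ranged from 0.0278 to 0.259 for NAC092, from 0.0333 to 0.263 for NAC029, from 0.0174 to 0.370 for AAO3, from 0.124 to 0.636 for NCED3 and from 0.0483 to 0.313 for RD29A. NAC092 passed without wild-type replicate 3 (-0.85) or 4 (-0.87). NAC029 passed with DESeq2 (-1.14) and without wild-type replicate 1 (-1.25) or 4 (-1.25). AAO3 passed on thinned counts (-0.98) and without wild-type replicate 4 (-1.02), and RD29A with a replicate block (-0.44). With 1 library left out, values ran from -0.87 to -0.54 for NAC092, -1.25 to -0.69 for NAC029 and -1.03 to -0.41 for AAO3. They ran from -1.43 to -0.67 for NCED3 and -0.52 to -0.33 for RD29A.

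The genotype calls at 25 and 45 DAS shared 70 genes, against 45.6 expected for independent calls (odds ratio 1.66, Fisher's exact p 0.000247, two-sided). Both comparisons used the same spread estimate per gene, and genes are not independent, so this p can overstate the overlap. Of the 70 genes, 50 differed in the same direction at both ages and 20 in opposite directions. Across all tested genes, which are not independent replicates, the log2 fold changes of the ages correlated at r = 0.0794.

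Whether the genotype difference changed with age was tested by the interaction. It called 465 genes, with 266 positive and 199 negative differences, where a positive value means a more positive change with age in the mutant. Thinning gave 158, leaving out wild-type replicate 1 at 45 DAS gave 1195 (932 positive and 263 negative), and leaving out mutant replicate 2 at 45 DAS gave 262. Lower numbers were also obtained without wild-type replicate 2 (276), 3 (297) or 4 (291) or mutant replicate 2 (284) or 4 (304) at 25 DAS. Upper-quartile scaling shifted the median difference of all genes to 0.08 on the log2 scale, with 300 positive and 173 negative calls. Both targets passed, SNRK2.4 at -2.18 (SE 0.45, adjusted p 0.00969) and SNRK2.10 at -0.86 (SE 0.19, adjusted p 0.0156). The call of SNRK2.10 was lost on thinned counts (-0.72) and without mutant replicate 2 at 45 DAS (-0.74).

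The largest positive interactions were in AT2G04570 (log2 difference 3.63, adjusted p 0.00311), MPK9 (3.14, adjusted p 0.0133) and AT3G06130 (2.99, adjusted p 0.0358), all with 1 to 3 counts in wild type at 45 DAS. AT3G06130 lost its call in several alternatives, among them the fits without wild-type replicate 3 at 25 DAS (2.92) and without wild-type replicate 2 (2.796), 3 (2.89) or 5 (2.78) or mutant replicate 2 (2.57) at 45 DAS. The largest negative ones were in SAG12 (adjusted p 0.00210), PES1 (AT1G54570; -5.20, adjusted p 0.0160) and AT5G23240 (adjusted p 0.00353). SAG12 had 2 counts over the 5 wild-type libraries at 25 DAS and AT5G23240 had 0, so no fitted value is given for either. The SAG12 interaction also draws on reads in the young mutant that may be carried over, as described below. AT5G23240 had 13 counts over the young mutant libraries, which may be carried over as well. At 45 DAS it stood at 231 ± 26.9 CPM in wild type and 160 ± 13.5 CPM in the mutant. Its interaction thus rests mostly on those few counts in young leaves. PES1 went from 3.07 ± 0.78 to 356 ± 379 CPM in wild type and from 6.54 ± 1.66 to 21.9 ± 6.25 CPM in the mutant. On thinned counts AT3G06130, PES1 and AT5G23240 did not pass (adjusted p 0.675, 0.0998 and 0.0525). AT5G23240 overlaps opposite-strand loci with 49 and 11 counts. Over all alternatives the adjusted p ran from 0.0130 to 0.675 for AT3G06130, from 2.00e-08 to 0.0998 for PES1 and from 0.000814 to 0.0525 for AT5G23240. Of the list members, 31 passed when adjusted over the list alone and 18 over all genes tested, among them PYL5 (1.78, adjusted p 0.00273) and LHCB1.5 (LHB1B2, AT2G34420; 1.61, adjusted p 0.0149), whose family members have similar sequences, so that reads can be shared between them.

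An age score placed each library along the change between the ages, from genes chosen on both genotypes together. It was -3.92 ± 0.10 in wild type and -4.02 ± 0.11 in the mutant at 25 DAS, and 2.97 ± 0.26 and 2.44 ± 0.16 at 45 DAS (log2 units, SD, n = 5). At 45 DAS the mutant differed by -0.53 (exact permutation p 0.00794, the smallest that 252 arrangements can give; adjusted 0.0238), which is -7.91% of the pooled age difference of 6.68, and all 5 mutant libraries lay below all 5 wild-type libraries. The difference at 25 DAS was -0.10 (exact permutation p 0.183, adjusted 0.183), and the interaction was -0.43 (exact permutation p 0.0545, adjusted 0.0818). The latter moved most with 50 genes per direction, which gave -0.53 and an unadjusted exact permutation p of 0.00576, and its unadjusted p went under 0.05 without wild-type replicate 1 (-0.46), 3 (-0.45) or 4 (-0.44) or mutant replicate 1 (-0.46) or 5 (-0.45) at 25 DAS, or without wild-type replicate 1 at 45 DAS (-0.52). Of the 1440 genotype calls at 45 DAS, 1293 were also called for age, and 1141 of these (88.2%) differed in the direction opposite to the age change. Across all tested genes the genotype difference at 45 DAS correlated with the pooled age change at r = -0.447, a size that other arrangements of the 10 libraries reached as well (exact permutation p 0.151).

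**Figure D3:**
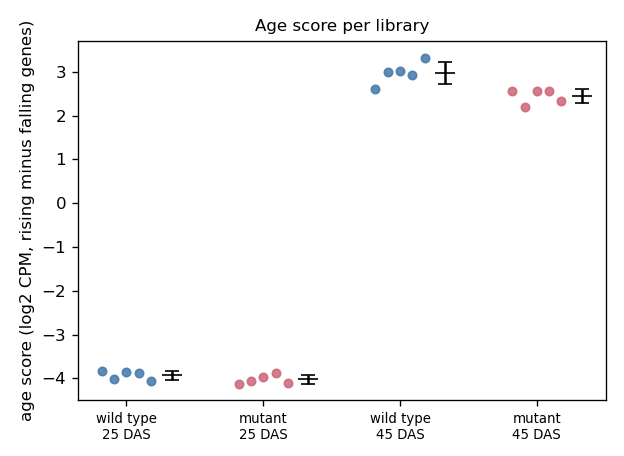
Age score (log2 units, vertical axis) of each library (points) by genotype and age, with the group mean and SD (n = 5). At 45 DAS the mutant libraries averaged 2.44 and lay below all wild-type libraries, which averaged 2.97.

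The list scores asked whether groups of genes for senescence, chlorophyll, photosynthesis and hormones differed as sets. The senescence-associated score at 45 DAS was 6.86 ± 0.63 in wild type and 5.80 ± 0.30 in the mutant, a difference of -1.06, and the chlorophyll breakdown score was 7.12 ± 0.39 and 6.30 ± 0.14, a difference of -0.82 (both exact permutation p 0.00794, the smallest possible, adjusted 0.0238). All 5 mutant libraries lay below all 5 wild-type libraries in both. Both results depended on the method. Camera with the correlation between members estimated gave adjusted p-values of 0.189 and 0.131, whereas fry and camera with a preset correlation of 0.01 kept both. With that estimate camera called no list in any comparison. It did not call photosynthesis with age in wild type either (-4.87, 28 of 28 genes lower, camera adjusted p 0.207). Its lack of a call thus decides little here. With the median over members neither difference passed (-0.54 and -0.67), and with standardized members the senescence-associated one did not (-0.47). Over the alternatives of the permutation test the adjusted p ran from 0.0190 to 0.245 for senescence-associated genes and from 0.0190 to 0.0659 for chlorophyll breakdown. Photosynthesis was higher in the mutant at 45 DAS by 1.15 without passing (exact permutation p 0.0397, adjusted 0.0803), and passed without wild-type replicate 1 (1.52). The ABA-responsive score differed by -0.48 (exact permutation p 0.0794, adjusted 0.150). At 45 DAS no difference past the threshold was found in the scores for ABA synthesis (0.01), ABA receptors (0.02), PP2C (-0.22), salicylic acid and defence (0.01) or jasmonate (0.17).

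At 25 DAS only the ABA receptor score passed, at 5.31 ± 0.09 in wild type and 5.02 ± 0.11 in the mutant, a difference of -0.28 (exact permutation p 0.00794, adjusted 0.0238). Of its 8 members, only PYL5 (log2 fold change -1.58) had an unadjusted edgeR p under 0.05, and the score was not tested without it. The score did not pass without wild-type replicate 2 (-0.29), 3 (-0.27), 4 (-0.25) or 5 (-0.31). Chlorophyll breakdown (0.24) and jasmonate (0.73) were higher in the mutant without passing (both exact permutation p 0.0238, adjusted 0.0571), and passed without wild-type replicate 1 (0.28) and without mutant replicate 1 (0.90), respectively. The differences in the other 6 scores were -0.01 for senescence-associated genes, -0.01 for photosynthesis, 0.25 for ABA synthesis, 0.07 for PP2C, -0.06 for ABA-responsive genes and 0.02 for salicylic acid and defence.

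With age, wild type rose in the scores for senescence-associated genes (3.75), chlorophyll breakdown (2.59), PP2C (2.31), ABA-responsive genes (2.88), salicylic acid and defence (2.37) and jasmonate (1.17), and changed by -4.87 in photosynthesis and by -0.55 in ABA receptors (each exact permutation p 0.00794, adjusted 0.0238). The ABA synthesis score did not change past the threshold (0.28, exact permutation p 0.0873, adjusted 0.157). Of these, jasmonate did not pass without any 1 of the 5 younger wild-type libraries (1.13 to 1.19), salicylic acid and defence without younger replicate 2 (2.28), 3 (2.48), 4 (2.28) or 5 (2.32), and ABA receptors without younger replicate 4 (-0.52). The interaction passed for chlorophyll breakdown (-1.06, exact permutation p 9.45e-05, adjusted 0.00340) and for senescence-associated genes (-1.05, exact permutation p 0.0177, adjusted 0.0490). The latter rested on SAG12, without which it was -0.56 (exact permutation p 0.205), and it did not pass in 17 of the 20 fits that each left out 1 library (-1.18 to -0.80 over the 20, highest adjusted p 0.0881). The interaction did not pass for photosynthesis (1.17, adjusted 0.0775) or ABA receptors (0.31, adjusted 0.0803), which both passed without wild-type replicate 1 at 45 DAS (1.53 and 0.36), nor for ABA synthesis (-0.24), PP2C (-0.29), which passed without wild-type replicate 3 at 45 DAS (-0.41), ABA-responsive genes (-0.42), salicylic acid and defence (-0.02) or jasmonate (-0.57).

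**Figure D4:**
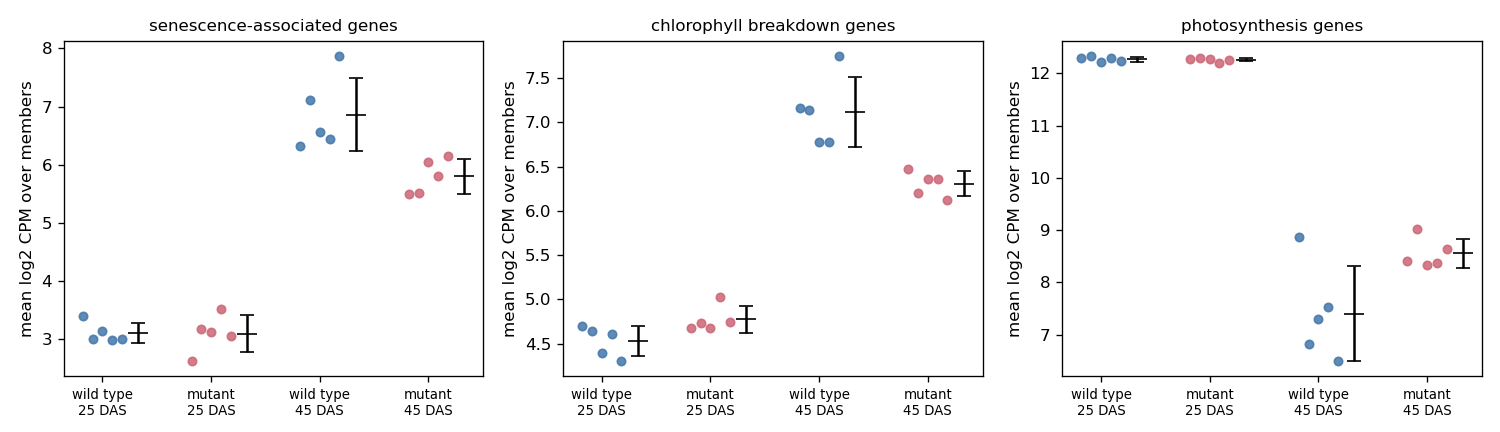
Scores for senescence-associated, chlorophyll breakdown and photosynthesis genes (mean log2 CPM over the members of a list, vertical axis) of each library (points) by genotype and age, with the group mean and SD (n = 5). At 45 DAS the senescence-associated score averaged 6.86 in wild type and 5.80 in the mutant, and the chlorophyll breakdown score 7.12 and 6.30.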

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

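The tests of the mitochondrial share, of carry-over into the chlorophyll breakdown score, of GC content, of unequal spread and of reads shared between SNRK2.4 and SNRK2.10 were chosen only after the result was seen. A library was singled out where its gap to the nearest of its group exceeded 0.71 of the group's range. Of 92 sets of 5 libraries examined (23 measures in 4 groups), 6 held such a library, where chance gives about 1 in 20, or 4.6.

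In wild type at 45 DAS, replicate 3 had 0.470% of its counts on mitochondrial loci, far from the other 4. A single gene, ATMG00020, held 2811 of these counts, or 93.9%. Without it the share was 0.0289%, inside the range of 0.0189% to 0.0292% in the other libraries. This is consistent with that gene as the source of the whole excess. No biological explanation was tested.

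In wild type at 25 DAS, the 10 most abundant genes took 10.96% of the counts in replicate 3, below the 4 other libraries. Dilution by plastid transcripts was examined by using nuclear genes alone. The gap was then still 0.753 of the range, which argues against plastid transcripts as the cause. What remains is a small difference, 11.7% against 12.1% to 12.2% of nuclear counts, in a set where chance singles out some libraries. No biological explanation was tested.

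In the mutant at 25 DAS, replicate 4 had a chlorophyll breakdown score of 5.03, above the 4 other libraries by 0.32 on average. Carry-over of reads from 45 DAS libraries and higher expression cannot be told apart. The median share that genes near 0 in young wild type kept in this library (0.858% of their 45 DAS level) would raise the score by 0.155, against a deviation of 0.322, but the share of a single gene can differ from that median. Without the member that deviated most, NYE2 (AT4G11910, higher by 1.22 on the log2 scale), the gap was 0.535 of the range and no longer stood out. Because that member was chosen as the one that deviated most, the smaller gap cannot show whether a single gene explains the distance. Of the 8 members, 6 were above the mean of the other libraries. Plant-to-plant variation stays open and was not tested.

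In wild type at 25 DAS, SNRK2.10 stood at 82.7 CPM in replicate 5, above the 4 other libraries. That library was the smallest of its group, and the value rested on 67 counts, with a 95% Poisson interval of 64.1 to 105 CPM. The 4 other libraries stood at 54.0 to 60.1 CPM, below this interval, but their values carry counting error as well. Counting error and a real difference cannot be told apart, because a single library of this depth does not decide between them. It bears on the comparison of SNRK2.10 with age in wild type, which passed the threshold without this library.

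In wild type at 45 DAS, replicate 5 had 16424 CPM of SAG12 and 98.7 CPM of AAO3, both far above the 4 other libraries. A swap with a mutant library is excluded by SNRK2.4, which stood at 83.2 CPM in replicate 5, within the wild-type libraries (75.0 CPM or more) and above every mutant library (8.16 CPM or less). Across genes, the deviation of replicate 5 from the rest of its group correlated with the age change of the mutant, measured in other libraries, at r = 0.341. This is consistent with leaves further along the age change, whether from faster ageing or from the choice of leaves at harvest. Those stay open, as does a stress in those plants.

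The genotype effect differed between the ages for 465 genes by the interaction test. Among 100 splits of the libraries, 2 gave as many genes, the real one and another that gave 614. A trend on GC content is argued against as the whole cause, since 447 of the 465 calls remained after each library's trend was removed. Unequal spread of the groups is argued against as the whole cause in the same way, since a variance per group gave 554 genes, 394 of them among the 465. The number itself depends on single libraries, being 1195 without wild-type replicate 1 and 262 without mutant replicate 2 at 45 DAS. Genotype and the age of the leaves are the biological differences of the design, untested beyond these comparisons.

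The chlorophyll breakdown score gave an interaction of -1.06. Unequal depth is argued against by counts thinned to the smallest library, on which the permutation p was 0.000409 and the interaction -1.02. A single extreme library is argued against by leaving out wild-type replicate 5 at 45 DAS, which gave -0.90 and a permutation p of 9.45e-05. A difference between the genotypes in the timing of harvest within the day or in the choice of leaves at 45 DAS stays open, beside an effect of the kinases on chlorophyll breakdown. With the correlation between members estimated, the set did not pass (camera, adjusted p 0.131, where the alternatives of this score in the permutation test ranged from 0.00113 to 0.0412). That setting called no list in any comparison, so its lack of a call decides little.

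The senescence-associated score gave an interaction of -1.05. Without wild-type replicate 5 at 45 DAS it was -0.80 with a permutation p of 0.0289, but the adjusted p of 0.0693 (range over the alternatives 0.0204 to 0.434) is above the threshold, so a part played by that library stays open. Without SAG12 the interaction was -0.56 with a permutation p of 0.205, so a single gene may carry this result. The difference at 45 DAS itself was -0.82 without SAG12 (exact permutation p 0.0159) and -1.06 with it. Leaving out SAG12 thus moved the interaction more than the difference at 45 DAS. Its reads in the young mutant, which may be carried over, therefore play a part in the interaction.

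Both targets differed between the ages in their genotype effect, SNRK2.4 at -2.18 and SNRK2.10 at -0.86 on the log2 scale. Reads shared with SNRK2.4 could supply SNRK2.10 counts in the mutant only if SNRK2.4 were as abundant there. At 45 DAS it stood at 8.52% of SNRK2.10, and 33 of 971 stretches of 30 bases in the last 1000 bases of the SNRK2.10 transcripts were shared, which argues against that source. For SNRK2.4 in the mutant the counts lie near the floor of a single library, which limits its fitted change with age. A weaker reduction of SNRK2.10 in younger mutant leaves stays open, as does a difference in which transcripts extend past the mutation. Neither was tested.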

How the results depend on the processing

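The limma voom fit with a variance per group, the removal of GC trends and camera with an estimated correlation were chosen only after the data were seen. The cause of each change below was not tested, except where the alternative's own construction gives it.

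Thinning every library to the smallest total leaves fewer counts and fewer genes to test, 11140 in place of 14503. It lowered the numbers of genes to 218 for genotype at 25 DAS, 858 at 45 DAS and 158 for the interaction, and to 7647 and 7391 for age in wild type and mutant, so depth limits how many genes pass. On thinned counts the age change of SNRK2.4 in the mutant (-0.87) and the interaction of SNRK2.10 (-0.72) were below the threshold. A 2-fold minimum left 191 and 594 genes for genotype at 25 and 45 DAS by construction.

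The estimate of the spread also moved the genotype comparisons. A fit of only the 2 groups compared gave 1121 genes at 25 DAS and 393 at 45 DAS, and a variance per group gave 986 at 25 DAS. In the fit of only the 2 groups SNRK2.10 passed at 25 DAS (-0.43, the adjusted p over its alternatives running from 0.0450 to 0.261). The list members called at 25 DAS when adjusted over the list alone, 9 in the report, were 27 in that fit, 14 with a variance per group, 16 with upper-quartile scaling, 15 with DESeq2, 15 with all genes of at least 1 count and 16 with GC trends removed. Scaling by DESeq2 size factors, upper-quartile scaling, DESeq2, the other filters, removal of organelle genes and removal of GC trends kept the 5 numbers of genes within 1.5 times those reported.

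A replicate block gave 16 list members at 25 DAS and took RD29A at 45 DAS (-0.44) past the threshold. The block also lost the interaction call of AT3G06130 (2.94, adjusted p 0.0509). Its sign-flip test of the age score at 45 DAS gave the same -0.53 with a p of 0.0625, the smallest that 5 pairs allow, so it says nothing about stability. The numbers were not taken to pair the libraries, since the deviations of same-numbered libraries correlated above 0.1 in 3 of 5 pairs between the genotypes at 45 DAS and in 0 to 2 of 5 for the other pairs of groups. At 45 DAS all 5 correlations were positive, however (0.0176 to 0.364, mean 0.167, against -0.0414 for libraries with different numbers), so a factor shared by number at that age stays open.

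Leaving out 1 library at a time gave 213 to 523 genes for genotype at 25 DAS, 793 to 2402 at 45 DAS and 262 to 1195 for the interaction. For SNRK2.4 the age change in the mutant ran from -1.33 to -0.87, and for SNRK2.10 the age change in wild type from 0.19 to 0.37 and the interaction from -0.96 to -0.74. The interaction of the age score ran from -0.52 to -0.34. List scores that crossed the threshold in such fits ran from -1.18 to -0.80 (senescence-associated, interaction), 0.18 to 0.28 (chlorophyll breakdown, 25 DAS), 0.93 to 1.52 and 0.94 to 1.53 (photosynthesis, 45 DAS and interaction), -0.32 to -0.24, -0.61 to -0.45 and 0.20 to 0.36 (ABA receptors, 25 DAS, age and interaction), -0.41 to -0.18 (PP2C, interaction), 2.15 to 2.67 (salicylic acid and defence, age), and 0.57 to 0.90 and 0.89 to 1.43 (jasmonate, 25 DAS and age). With 4 libraries against 5 fewer arrangements are possible, but a score could still pass. Photosynthesis at 45 DAS without wild-type replicate 1 had an adjusted p of 0.019 (exact permutation test). That this score passed does not show why other calls were lost. For ABA receptors at 25 DAS, each lost call had an adjusted p of 0.0520 (exact permutation test). The genotypes still did not overlap there, with 5.22 or more in wild type and 5.16 or less in the mutant. The coarse steps of a test with few arrangements may account for such losses. These losses therefore do not show dependence on the library left out.

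For the age score, 1000 genes per direction gave -0.16 at 25 DAS and 50 gave an interaction of -0.53, both with an unadjusted p under 0.05. Over all its alternatives the age score difference at 25 DAS ran from -0.16 to 0.06, so its sign depended on the setting. With the median over members the senescence-associated score was -0.54 at 45 DAS and -0.79 for the interaction, both below the threshold, and chlorophyll breakdown at 45 DAS was -0.67, also below. The PP2C score passed with the median, at -0.36 at 45 DAS and -0.66 for the interaction. With standardized members the senescence-associated score was -0.47 at 45 DAS and -0.27 for the interaction, ABA receptors at 25 DAS -0.29 and jasmonate with age 0.81, none of which passed. DESeq2 size factors took chlorophyll breakdown at 25 DAS (0.24) past the threshold.

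Set tests are given by adjusted p. Camera with a preset correlation called photosynthesis at 45 DAS (1.49e-20) and for the interaction (1.91e-15), ABA-responsive genes at 45 DAS (0.0377) and jasmonate at 25 DAS (0.0122), and did not call ABA receptors (0.620) or jasmonate (0.420) with age. Of the 4 added calls, fry kept those of photosynthesis (0.00278 and 0.0297). Fry also called ABA synthesis at 25 DAS (0.0436), and did not call the senescence-associated interaction (0.282) or jasmonate with age (0.0865). Camera with an estimated correlation called no list. At 45 DAS it gave 0.189 for senescence-associated genes and 0.131 for chlorophyll breakdown, with interactions of 0.553 and 0.131, and at 25 DAS 0.185 for ABA receptors. With age it gave 0.189 for senescence-associated genes, PP2C and ABA-responsive genes, 0.195 for chlorophyll breakdown, 0.207 for photosynthesis, 0.553 for salicylic acid and defence, 0.778 for ABA receptors and 0.853 for jasmonate.

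No result past its threshold changed direction. Of 52 results for named genes other than SNRK2.4 and SNRK2.10, whose changes are given above, 44 kept their side of the threshold in every alternative that tested them. In the other 8 a call was lost 12 times and gained 8 times. List scores below the threshold changed sign 57 times and stayed below it.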

Other observations

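The tests of depth against spread, of the arrangements of the 10 libraries at 45 DAS, of gene order around the mutated loci, and of morning against evening clock genes were chosen only after the result was seen.

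Other splits of the same libraries were used to ask whether a grouping unrelated to the design gives as many genes. For genotype at 25 DAS, 1 of 100 splits, the real one, gave as many genes, and the most any other gave was 5. For genotype at 45 DAS it was again 1 of 100, but another split gave 1178 genes. For age in wild type and age in the mutant, 1 of 100 splits each gave as many, and the most any other gave was 4571 and 1115.

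Wild-type libraries at 45 DAS varied more between replicates than the mutant at the same age, and this spread decides how many genes are called. Lower depth is argued against as the whole cause by counts thinned to a single total. On these the biological coefficient of variation of wild type was still 1.53 times that of the mutant (30.0% against 19.7%). By the median SD of log2 CPM the ratio on thinned counts was 1.20 (0.379 against 0.315). Before thinning this SD was 0.376 against 0.279, so by this measure a part played by depth stays open. Libraries at different points of the age change were tested by correlating each library's deviation, across genes, with the age change of the mutant. Of the 5, 2 had an absolute r above 0.3, replicate 1 at -0.481 and replicate 5 at 0.341. This is fewer than the 3 set in advance, but 2 libraries at opposite ends are also what such a spread could give, so the number decides nothing. The coefficient was 26.2% without replicate 1 and 24.9% without replicate 5, and from 32.2% to 32.9% without 1 of the other 3. Unequal ageing of plants and unequal sampling of leaves both stay open.

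The genotype difference at 45 DAS ran against the age change, with r = -0.447 across genes. The arrangement of the 10 libraries at 45 DAS could produce this by itself, since other arrangements gave an absolute correlation as large (exact permutation p 0.151). The age score, which covers a small part of the genes, did pass its test at 45 DAS. Its interaction, which tests the change with age, did not (-0.43, exact permutation test, adjusted 0.0818). A slower change with age in the mutant therefore remains a hypothesis, both for the genes in the score and for those outside it.

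Genes with the same genotype difference at both ages may include genes linked to the mutated loci, from sequence carried along in the mutant line. Of 49 such genes with the targets left out, 6 lay within 250 tested genes of SNRK2.4 or SNRK2.10, against 3.38 expected (two-sided Fisher's exact p 0.149), 5 of them near SNRK2.10, and 18 lay on chromosome 1 against 12.9 expected. Linked sequence and effects of the kinases cannot be told apart with so few genes.

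A harvest at another time of day could also separate the genotypes. Of 11 tested clock genes, 1 was called at 25 DAS (two-sided Fisher's exact p 0.298) and 3 at 45 DAS, too few to decide. The direction of morning against evening genes gave more. The mean log2 CPM of 4 morning genes minus that of 6 evening genes was 3.48 ± 0.19 in wild type and 4.14 ± 0.36 in the mutant at 25 DAS (exact permutation p 0.0238), and 0.01 ± 0.79 and 1.45 ± 0.26 at 45 DAS (exact permutation p 0.00794, the smallest possible). In the mutant all 4 morning genes were higher at both ages, and 4 of 6 evening genes were lower at 25 DAS and all 6 at 45 DAS. In wild type at 45 DAS the value fell in order of replicate number, from 0.96 in replicate 1 to -1.16 in replicate 5. It followed a strict order in no other group. Mutant leaves taken at an earlier clock time could give the difference between the genotypes. So could a clock changed by the kinases or by the state of the leaf. The times of harvest are not stated, so the cause stays open, and the genotype differences in the report carry it as a possible part.

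SAG12 was present in every mutant library at 25 DAS, with 14 to 92 counts per library and up to 62.4 CPM, against 2 counts over the 5 wild-type libraries (ratio 104, 95% interval 28.4 to 863). Its genotype comparison at 25 DAS passed when adjusted over the list alone (0.0324) and not over all genes (adjusted p 0.0578). Carry-over from pooled 45 DAS libraries could give such reads. Against carry-over from all 45 DAS libraries alike, 7 other genes near 0 in young wild type and abundant at 45 DAS kept a median of 0.363% of their 45 DAS level in the young mutant, where SAG12 kept 1.25% and all 7 lay lower, although the median was not as low as the tenth of SAG12 set in advance for excluding it. Against wild-type replicate 5, the library richest in SAG12, 19 genes kept a median of 0.303% of their level in it (0.0713% to 0.914%). SAG12 kept 0.184%, inside that range. The comparison genes were chosen for at most 2 counts in young wild type, and their reads in the young mutant could be expression as well. They therefore cannot show whether carry-over reached the mutant alone. Carry-over spread evenly over the young libraries is argued against by the 195 counts in the mutant and 2 in wild type. Carry-over into mutant libraries alone stays open, since the layout of the pools is not stated. The reads may be carried over, and early expression in the mutant is not shown.

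The falls at 25 DAS included the dark-inducible gene DIN1 (SEN1), which prompted the hypothesis that genes of low sugar were lower in the young mutant. A list of 13 other such genes was written before it was tested, of which 12 were tested. Their mean log2 CPM was 5.26 ± 0.10 in wild type and 4.39 ± 0.50 in the mutant, a difference of -0.87 (exact permutation p 0.00794, the smallest possible), with 12 of 12 genes lower and 3 of them past the threshold over all genes. At 45 DAS the difference was -0.32 (exact permutation p 0.119), and the interaction of 0.55 did not pass (permutation p 0.194). Within the young mutant the score rose in order of replicate number, from 3.69 in replicate 1 to 4.87 in replicate 5. In young wild type it followed no such order (5.12 to 5.37). A better supply of sugar in young mutant leaves may be the reason and was not tested. A harvest at another time of day, which also moves these genes, and another factor tied to the replicate number stay open.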
